# Identification of molecular pathways and candidate genes associated with cocks’ comb size trait by genome-wide transcriptome analysis

**DOI:** 10.1038/s41598-018-20373-6

**Published:** 2018-01-31

**Authors:** Yifan Liu, Yunjie Tu, Ming Zhang, Gaige Ji, Kun Wang, Yanju Shan, Xiaojun Ju, Di Zhang, Jingting Shu, Jianmin Zou

## Abstract

The comb of the male is an important secondary sexual characteristic. Although quantitative trait loci (QTLs) related to comb size have been identified, molecular mechanisms underlying this trait remain mostly unknown. In this study, RNA sequencing (RNA-seq) was employed to compare whole transcriptomic differences between two groups of Partridge Shank chickens that are divergent in comb sizes. A total of 563 differentially expressed genes (DEGs) were identified, including 277 up-regulated and 286 down-regulated DEGs. According to the animal QTL database, eight DEGs including *BMP2* and *CHADL* matching the reported QTLs were associated with the comb size. Functional annotation analysis revealed that DEGs were involved in cell communication and calcium signaling. Protein-protein interaction network analysis showed that *STK32A*, *PIK3R1*, *EDN1*, *HSPA5*, and *HSPA8* have an impact on comb growth. Moreover, potential alternative splicing events and single nucleotide polymorphisms were also identified. Our data provide a source for identifying genes and pathways with functions critical to comb size and accelerate studies involving molecular mechanisms of this sexual ornament.

## Introduction

Ornamental traits including the comb, and color of the feather and skin are important in capturing first impressions by customers in making purchase decisions. As the only observable ornamental trait in both live and slaughtered chickens, the comb is the more widely used ornamental indicator for selection^1^. The comb is a secondary sexual characteristic, and its link with the sexual maturity has been well studied^2,3^. Also, the comb influences mating decisions^4^, social ranking^5^, body temperature regulation^6^ and is associated with reproductive performance and bone mass^7^.

Comb size is a complex trait affected by many factors, including hormone concentration^8,9^ and light schedule^10,11^. Capons with significantly reduced testosterone levels have small combs^12^. High heritability of comb size (0.76) implies that this trait is not only affected by management, but is also influenced by an underlying genetic factor^13^. Discovering biomarkers including candidate genes and quantitative trait loci (QTLs) for marker-assisted selection (MAS) would accelerate genetic improvement of this trait.

To date, 530 chicken QTLs associated with comb size have been documented in the animal QTL database^14^. In the fine mapping work of comb QTLs conducted by Johnsson *et al*., candidate genes *HAO1* and *BMP2* had a potential role in comb growth and bone mass^15^. Several candidate genes, such as *VPS36*, *AR*, and *WNT11B*, have been identified as associated with comb traits^16^. However, knowledge of the genetic factors underlying comb size variations remains limited.

RNA-sequencing (RNA-seq) has been widely used in discovering transcriptomic differences in a variety of tissues related to economic traits of chickens^17–19^. To identify candidate genes and key pathways that influence comb growth in chickens, we performed a comparative analysis on the whole transcriptomes from the comb tissues of Partridge Shank roosters with distinct comb sizes using the RNA-seq technology. Our findings provided further understanding of the underlying mechanisms implicated in comb growth and would contribute to more efficient chickens breeding.

## Results

### Summary of RNA-sequencing data

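Comb tissue was taken from 6 Partridge Shank roosters aged 9 weeks, and each bird gave 1 RNA-seq library. The comb is the fleshy crest on the head. The 3 BC birds had comb areas of 2836.0 mm2 (BC1), 2506.8 mm2 (BC2) and 2486.4 mm2 (BC3), and the 3 SC birds had comb areas of 580.3 mm2 (SC1), 572.8 mm2 (SC2) and 671.6 mm2 (SC3), as the paper lists them in Table 1. The authors removed ribosomal RNA, prepared strand-specific libraries and aligned the reads to Galgal 5.0. The paper's Table S1 gives between 67463176 raw reads (SC2) and 76699892 raw reads (SC1) per library. Of these, between 53147636 (SC2) and 61343949 (BC3) were uniquely mapped. The files analysed here hold 1 expression value per gene and library and no read counts, so the number of reads behind each value is unknown. Their values summed to 370746, 373984 and 395414 RPKM in BC1, BC2 and BC3, and to 383392, 358557 and 376585 RPKM in SC1, SC2 and SC3. The 10 genes with the highest values held from 12.5% of the sum (BC3 and SC1) to 15.1% (SC2). No sequencing date or lane is given for the libraries, so batches were not compared.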

In this study, six cDNA libraries were constructed using total comb RNA from three roosters with relatively bigger comb sizes (BC) and three with smaller comb sizes (SC). After quality control of the raw reads, high-quality sequence data of 43.2 gigabases (Gb) were obtained. When the data were mapped to the reference genome (*Galgal 5.0*), the ratio of the mapped reads was greater than 85.6% for each library. Detailed information on data quality and mapping statistics are presented in Supplementary Table S1.

### Identification of novel transcripts and refinement of gene structures

In total, 3,169 novel transcripts were predicted for six cDNA sequencing libraries using the Cufflinks software^20^ (Supplementary Table S2). After the protein coding potential of novel transcripts was predicted by the CPC method^21^, we found that 1,204 were protein-coding and 1,965 were non-coding. To optimize the gene annotation information in the current database, the 5′ and 3′ boundaries of known genes were refined by aligning known transcripts with the reconstructed transcripts obtained from the sequencing data. A total of 1,163 genes were refined in this manner, including 1,050 at the 5′ region and 113 at the 3′ region. The detailed annotation information regarding the structurally refined genes is provided in Supplementary Table S3.

### Alternative splicing analysis and SNP identification

From the same gene, alternative splicing (AS) could generate multiple transcripts, some of which might perform contrasting functions. We used the ASprofile software^22^ to analyze AS events in each library. Among all the 12 detected types of AS events, alternative first exons (TSS) and last exons (TTS) were the most common, accounting for more than 44% and 47%, respectively (Fig. 1 and Supplementary Table S4).

**Figure 1:**
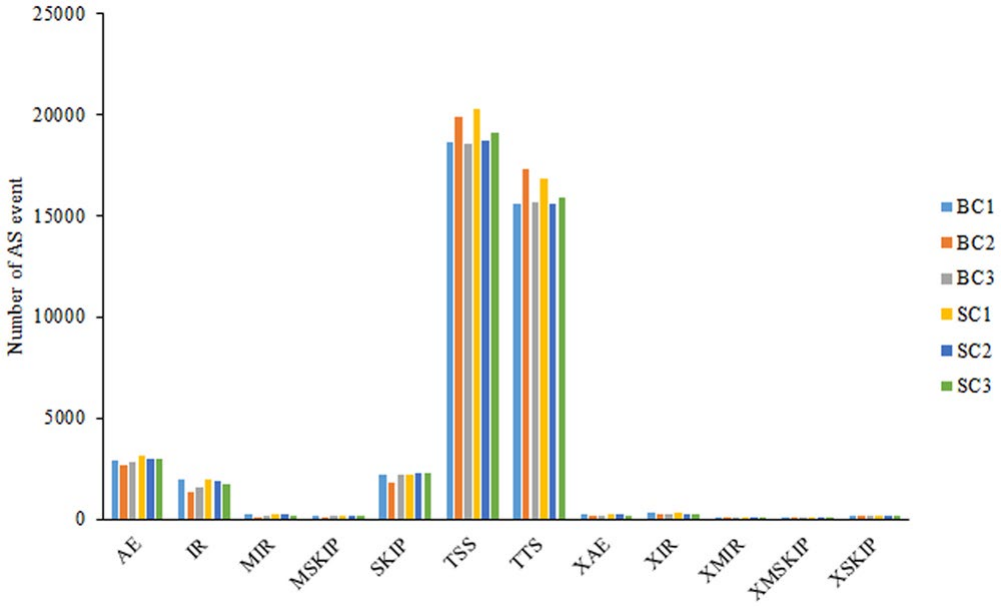
Distribution of 12 types of alternative splicing (AS) events in six samples. The six bars of different colors indicate the numbers of AS events identified in the big comb size (BC) and small comb size (SC) libraries.

A total of 124,315 putative SNPs were found in all six libraries using the GATK software^23^ (Supplementary Table S5). Among them, 77.28% were located in the non-coding region, while 22.72% were in the coding region. As shown in Fig. 2, the frequencies of G/A, C/T, T/C, and A/G were by far the most.

**Figure 2:**
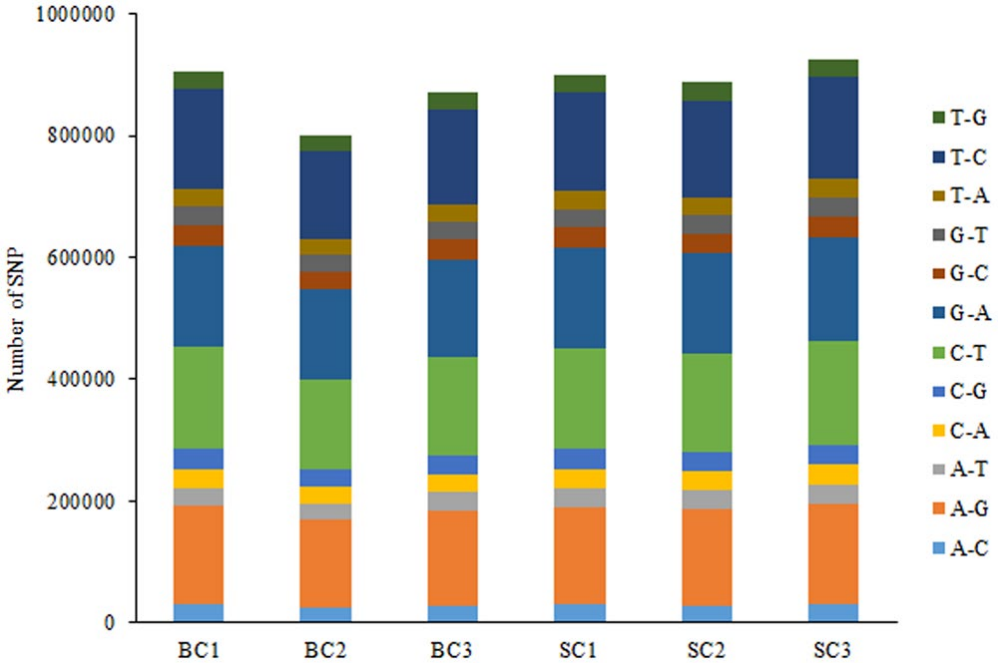
Distribution of SNPs identified in six samples. The lengths of the bars indicate the numbers of SNPs identified in the big comb size (BC) and small comb size (SC) libraries.

### Gene expression analysis and identification of differentially expressed gene**s**

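The authors counted reads on genes and divided the counts by gene length and by the size of the library, which gives RPKM. Each file lists 19205 lines under gene symbols. After 119 repeated identical lines were left out, 19086 genes remained under 19085 distinct symbols. The RPKM values were used as the authors normalized them. For comparisons of BC and SC, they were put on the log2(RPKM + 0.1) scale and fitted with limma, a linear model with moderated variances and a mean-variance trend. The fit covered the 15051 genes with a value above 0 in at least 3 of the 6 libraries. A fold change on this scale understates the change of genes with RPKM near or under 0.1. Adjusted p-values are from limma with Benjamini-Hochberg adjustment, and raw P values are from the same fit before adjustment. With 3 birds against 3, an exact permutation test cannot give a p under 0.1.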

Expression levels of all genes were calculated using the HTSeq software^24^ and described by the reads per kilobase per million reads (RPKM). A total of 19,087 genes were detected in the six cDNA libraries, and the number of expressed genes was similar in each library (14,689~15,112). 

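In the files, 15995 of the 19086 listed genes had an RPKM above 0 in at least 1 library, and 3091 had no value above 0. The number of genes with a value above 0 was 15110 in BC1, 14687 in BC2 and 15060 in BC3, and 14884 in SC1, 15014 in SC2 and 14974 in SC3. The BC and SC ranges overlapped. The threshold of RPKM at least 1 lowered these numbers most, to between 11283 genes (BC2) and 11397 genes (BC3) per library and 11909 genes over all libraries.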

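By the mean RPKM over the 6 libraries, 10950 genes had values from 1 to 100, which was 57.4% of the 19086 listed genes and 68.5% of the 15995 genes with a value above 0. A further 4614 genes had a mean above 0 and under 1, and 312 genes had a mean over 100 and up to 500. A mean over 500 was found for 119 genes (0.6% of the listed genes). With the highest of the 6 values in place of the mean, 11366 genes had values from 1 to 100 and 136 genes had values over 500.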

Most of the identified genes (11,381, 59.6%) had the expression levels of RPKM 1~100, whereas only a few (119, 0.6%) had expression levels of RPKM greater than 500.

The edgeR R package^25^ was used to screen for differentially expressed genes (DEGs) between BC and SC chickens. 

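Of the 15051 genes tested with limma, 1892 had a raw P value under 0.05, where 5% of the tested genes would be 753. The additional cutoff of a fold change over 1.5, a log2 fold change of 0.585 in size, left 654 DEGs with a median absolute log2 fold change of 0.79. After Benjamini-Hochberg adjustment, 2 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.0354. Table S6 as analysed here has 562 rows, of which 561 were found by symbol, all with the same 6 RPKM values as the files. Of its 559 tested genes, 487 had a raw P under 0.05 and 407 passed both cutoffs. None of them had an adjusted p under 0.05 from limma. The labels number the birds from 1 to 3 in each group. With the replicate number as a block (replicate block), 691 genes passed both cutoffs and 0 had an adjusted p under 0.05. Libraries with the same number did not deviate together, with a mean correlation of their deviations from the group means of -0.05 against 0.025 for different numbers. The pairing is taken from the labels alone. Pseudocount 1 moved the count of DEGs most, to 263.

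**Figure D1:**
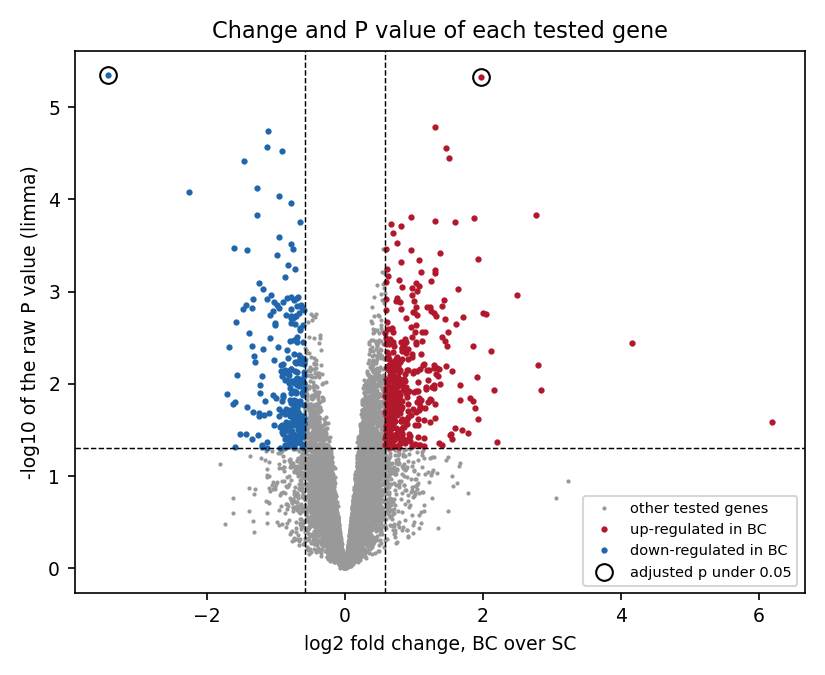
Each point is 1 of the 15051 tested genes, with the log2 fold change of BC over SC on the x axis and -log10 of the raw P value from limma on the y axis. Dashed lines mark the cutoffs. The 402 up-regulated and 252 down-regulated genes are coloured, and the 2 genes with an adjusted p under 0.05 are circled.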

By taking a *P*-value < 0.05 and |foldchange| > 1.5 as the cutoff, a total of 563 DEGs were identified (Fig. 3 and Supplementary Table S6). Among these DEGs, 286 genes were down-regulated and 277 were up-regulated in the BC group. 

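In the fit to the RPKM values, 402 of the 654 DEGs were up-regulated and 252 were down-regulated in BC. Of the 558 tested Table S6 genes with a stated log2 fold change, 557 had the same direction in the fit. Both group means were under 1 RPKM for 155 of the 559 tested Table S6 genes. The balance between directions changed most with the centring of each library on the median of its expressed genes, which gave 288 up-regulated and 349 down-regulated genes.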

Moreover, eight DEGs identified were also located in the reported comb size QTL regions, which were *BMP2*, *CHADL*, *EDA2R*, *EMP1*, *TLR5*, *FBLN1*, *PLP1*, and *HAL*.

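Values are given for 7 of these genes, BMP2, CHADL, EDA2R, EMP1, TLR5, FBLN1 and HAL. In all 7, the 3 BC values lay entirely on one side of the 3 SC values (exact permutation test, p = 0.1 for each, the smallest that 3 birds against 3 allow). EMP1 (gene ID 417964) had the smallest adjusted p of the 7, with 105 ± 10.5 (SD, n = 3) in BC and 64.5 ± 4.43 (SD, n = 3) in SC RPKM and a log2 fold change of 0.703 (standard error 0.104, adjusted p = 0.1496). EDA2R (gene ID 422166) had 10.4 ± 2.78 (SD, n = 3) in BC and 4.12 ± 1.24 (SD, n = 3) in SC RPKM, a log2 fold change of 1.318 (standard error 0.276, adjusted p = 0.2266). FBLN1, HAL and TLR5 were lower in BC, with log2 fold changes of -0.715, -0.706 and -0.401. CHADL was higher in BC and BMP2 lower, with log2 fold changes of 1.294 and -0.559. Adjusted p-values of the 7 genes ran from 0.1496 to 0.4142 in limma, and 5 of them passed the cutoffs on raw P and fold change. TLR5 and BMP2 did not. Pseudocount 1 moved CHADL most, to a log2 fold change of 0.495, and gave -0.187 for HAL. The paper singled out these genes because they were DEGs and lay in reported comb size QTL regions.

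**Figure D2:**
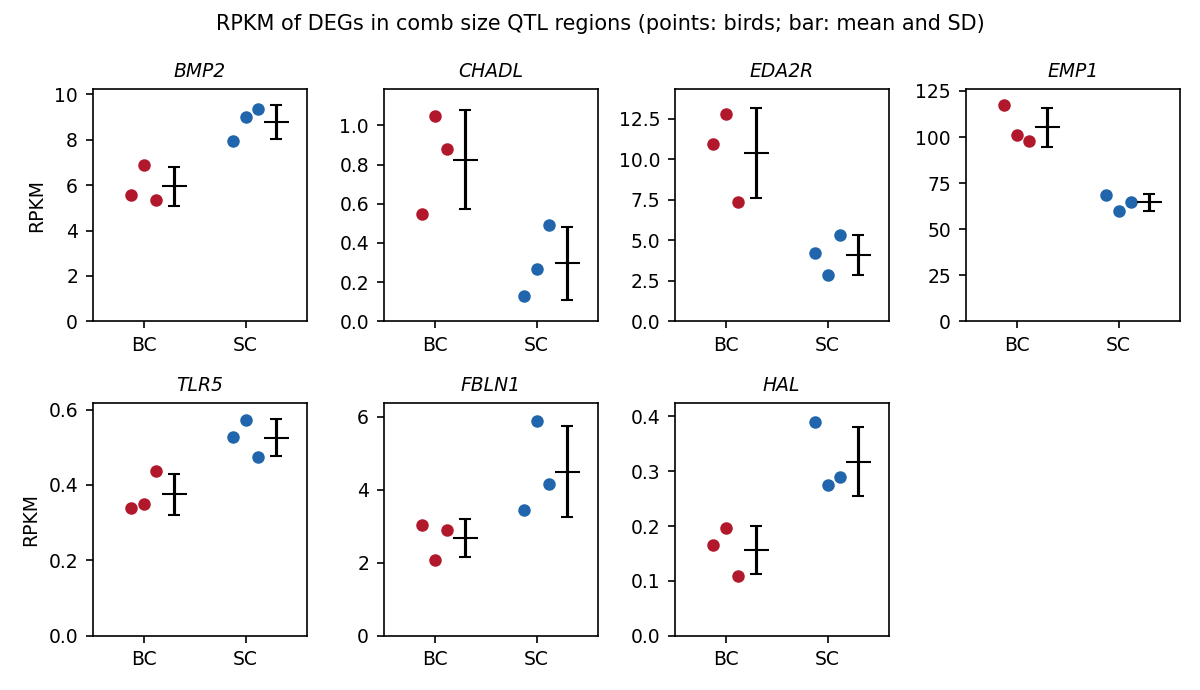
RPKM (y axes, linear, from 0) of the 7 genes in the BC and SC groups. Points are the 3 birds of each group, and bars give the mean and SD. EMP1 lay between 97.6 and 117 RPKM in BC and between 59.9 and 68.8 RPKM in SC.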

**Figure 3:**
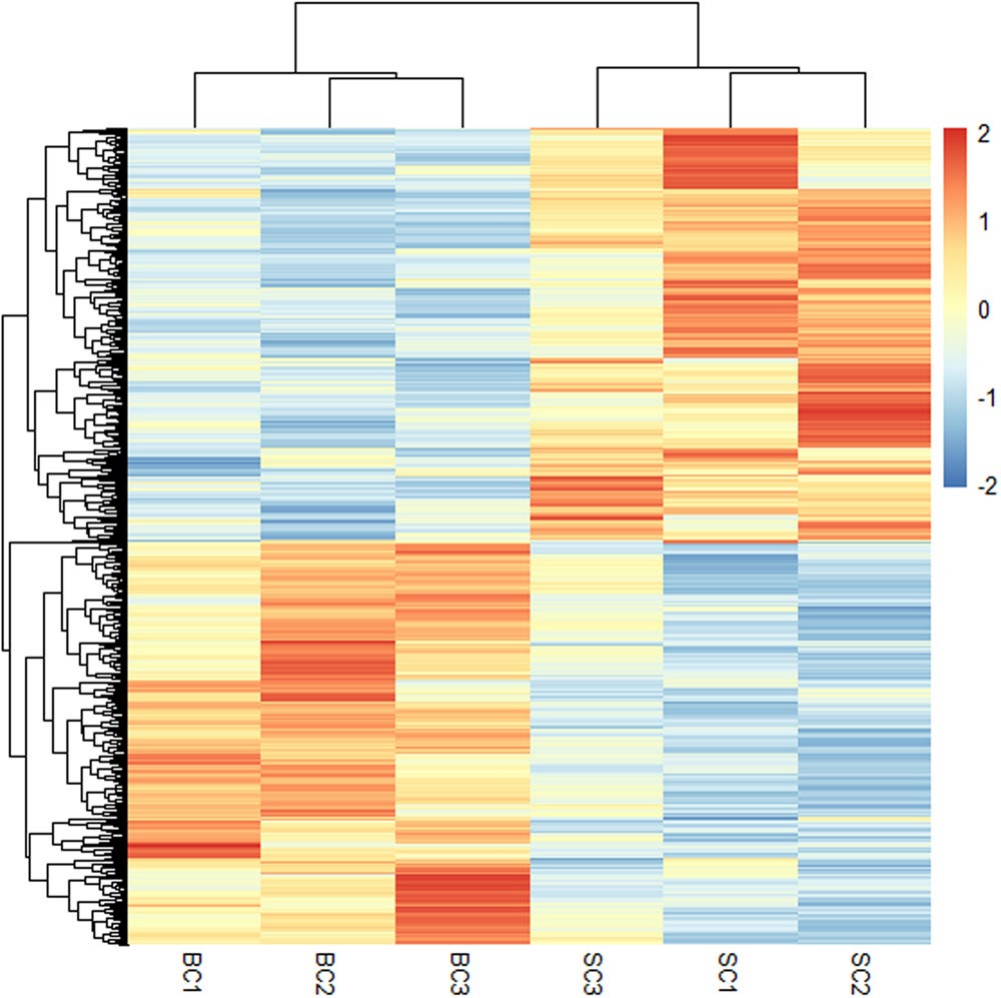
Hierarchical clustering of the differentially expressed genes between the big comb size (BC) and small comb size (SC) groups. Each column represents a sample, and each row represents a gene. The red and blue gradients indicate an increase and a decrease in gene expression abundance, respectively.

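Over all 15051 tested genes rather than the DEGs alone, the Spearman correlation of libraries of the same group averaged 0.9866 (6 pairs, from 0.9838 to 0.9894) and that of libraries of different groups 0.9834 (9 pairs, from 0.9787 to 0.9891). The difference between the 2 means was 0.00312. The genes of a library are not independent replicates, so no test across genes was made. Average-linkage clustering on these correlations, cut into 2 branches, put SC1 and SC2 in one branch and SC3 with the 3 BC libraries in the other. On the tested genes of Table S6, the 2 branches were the BC and SC groups. The paper picked those genes for differing between BC and SC in these same libraries, so that split is no independent evidence. The pair BC1 and SC3 had a correlation of 0.9891, the second highest of all pairs. The filter of RPKM at least 1 in 3 libraries raised the difference most, to 0.00641. Leaving out BC2 lowered it most, to 0.00172.

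**Figure D3:**
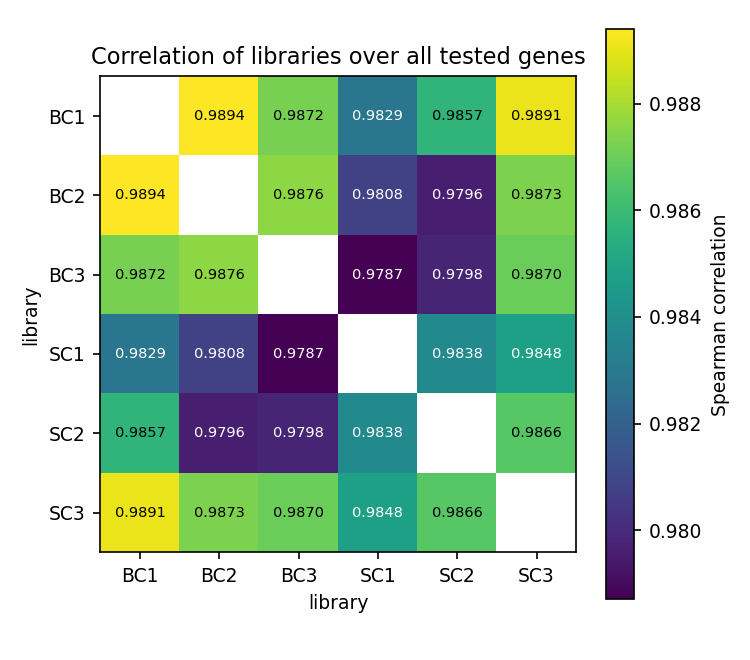
Spearman correlation of each pair of the 6 libraries over all tested genes, in colour and as numbers. The lowest value is 0.9787 for BC3 and SC1, and the highest is 0.9894 for BC1 and BC2.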

### Quantitative real-time PCR validation

To validate the RNA-seq results, 10 DEGs including *CYP2W1*, *CYP1A4*, *CHADL*, *EDA2R*, *TPPP3*, *HSD17B2*, *BMP2*, *VIPR1*, *TLR5*, and *HAL* were randomly selected for quantitative real-time PCR (qPCR). As shown in Fig. 4A, all selected DEGs showed concordant expression patterns between the RNA-seq and qPCR results. 

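For the RNA-seq side of Fig. 4A, the 6 libraries gave the following values. The qPCR measurements are not in the files analysed here. TPPP3 (gene ID 415669) had the largest change of the 10 genes, with 168 ± 44.9 (SD, n = 3) in BC and 45 ± 27.6 (SD, n = 3) in SC RPKM, a log2 fold change of 2.045 (standard error 0.425, adjusted p = 0.2266). CYP2W1 (gene ID 416453) had 3.98 ± 0.212 (SD, n = 3) in BC and 2.14 ± 0.636 (SD, n = 3) in SC RPKM, a log2 fold change of 0.912 (standard error 0.233, adjusted p = 0.2955). HSD17B2 (gene ID 415807) was lower in BC, with 0.35 ± 0.102 (SD, n = 3) in BC and 0.719 ± 0.138 (SD, n = 3) in SC RPKM and a log2 fold change of -0.873 (standard error 0.235, adjusted p = 0.2986). VIPR1 changed less, with a log2 fold change of -0.476 (standard error 0.224, adjusted p = 0.4321). CYP1A4 was the only 1 of the 10 genes whose BC and SC values overlapped (exact permutation test, p = 0.3), with 43 ± 7.07 (SD, n = 3) in BC and 26.4 ± 13.2 (SD, n = 3) in SC RPKM and a log2 fold change of 0.794. In limma, 5 of the 10 genes were higher and 5 lower in BC, 7 passed the cutoffs on raw P and fold change, and none had an adjusted p under 0.05. Among the genes given here, HSD17B2 moved most, to a log2 fold change of -0.348 with pseudocount 1. The paper describes the expression patterns of the 10 genes in RNA-seq and qPCR as concordant.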

There was a high positive correlation (R^2^ = 0.9024) between the computational and experimental fold changes (Fig. 4B).

**Figure 4:**
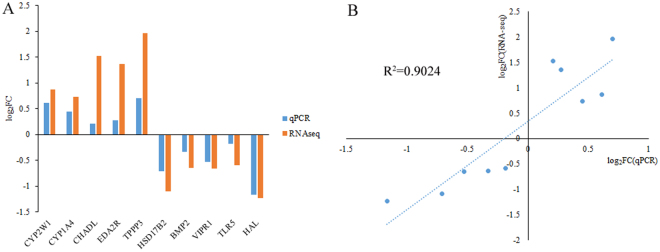
Illustrating of the qPCR confirmation results for the 10 selected differentially expressed genes. (**A**) The X-axis represents the selected 10 genes and the Y-axis represents the log_2_(foldchange) values derived from RNA-seq and qPCR. (**B**) Regression analysis of the log_2_(foldchange) values between RNA-seq and qPCR.

### Function enrichment of differentially expressed genes

To further elucidate the functional roles of DEGs on comb size, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for the DEGs using DAVID online tool^26^. As shown in Fig. 5, there were respectively 25, 9, and 4 GO terms significantly enriched (*P*-value < 0.05) in the biological process, cellular components and molecular function. 

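The enrichment itself could not be recomputed, because no GO annotation is in the files, but the member genes that Table S7 lists were looked up in the limma fit. These members are the paper's DEGs in each term, not all genes of the term. The paper picked them for differing between these same libraries, so their counts are no independent evidence on a term. Of the 5 genes of calcium-mediated signaling, 4 were higher in BC and passed the cutoffs on raw P and fold change. AVPR2 (gene ID 427860) had 3.35 ± 0.461 (SD, n = 3) in BC and 1.22 ± 0.491 (SD, n = 3) in SC RPKM, a log2 fold change of 1.440 (standard error 0.281, adjusted p = 0.2266). EDN2 (gene ID 419559) had a log2 fold change of 0.978 (standard error 0.248, adjusted p = 0.2955). Of the 4 genes of cellular response to calcium ion, 2 were higher and 2 lower in BC. FOS (gene ID 396512) had 102 ± 21.5 (SD, n = 3) in BC and 277 ± 73.6 (SD, n = 3) in SC RPKM and the largest change of the 4, a log2 fold change of -1.420 (standard error 0.226, adjusted p = 0.1682). Of the 5 genes of positive regulation of cytosolic calcium ion concentration, 3 were higher in BC and 2 passed the cutoffs. CCKBR (gene ID 414885) had 1.92 ± 0.61 (SD, n = 3) in BC and 0.294 ± 0.231 (SD, n = 3) in SC RPKM, a log2 fold change of 2.501 (standard error 0.478, adjusted p = 0.2266). Of the 22 genes of calcium ion binding, 17 were lower in BC and 10 passed the cutoffs, 4 of them higher and 6 lower. CDH7 and SLIT1 had log2 fold changes of -1.185 and -0.741. The 5 genes of delayed rectifier potassium channel activity were all lower in BC, with log2 fold changes from -0.865 to -0.439. No member of these terms had an adjusted p under 0.05. The alternative with the largest effect was pseudocount 1, which lowered the log2 fold change of CCKBR to 1.168.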

Of these enriched GO terms, four terms related to calcium ions, and multiple terms associated with the development, cell communication, and potassium channel activity were identified.

**Figure 5:**
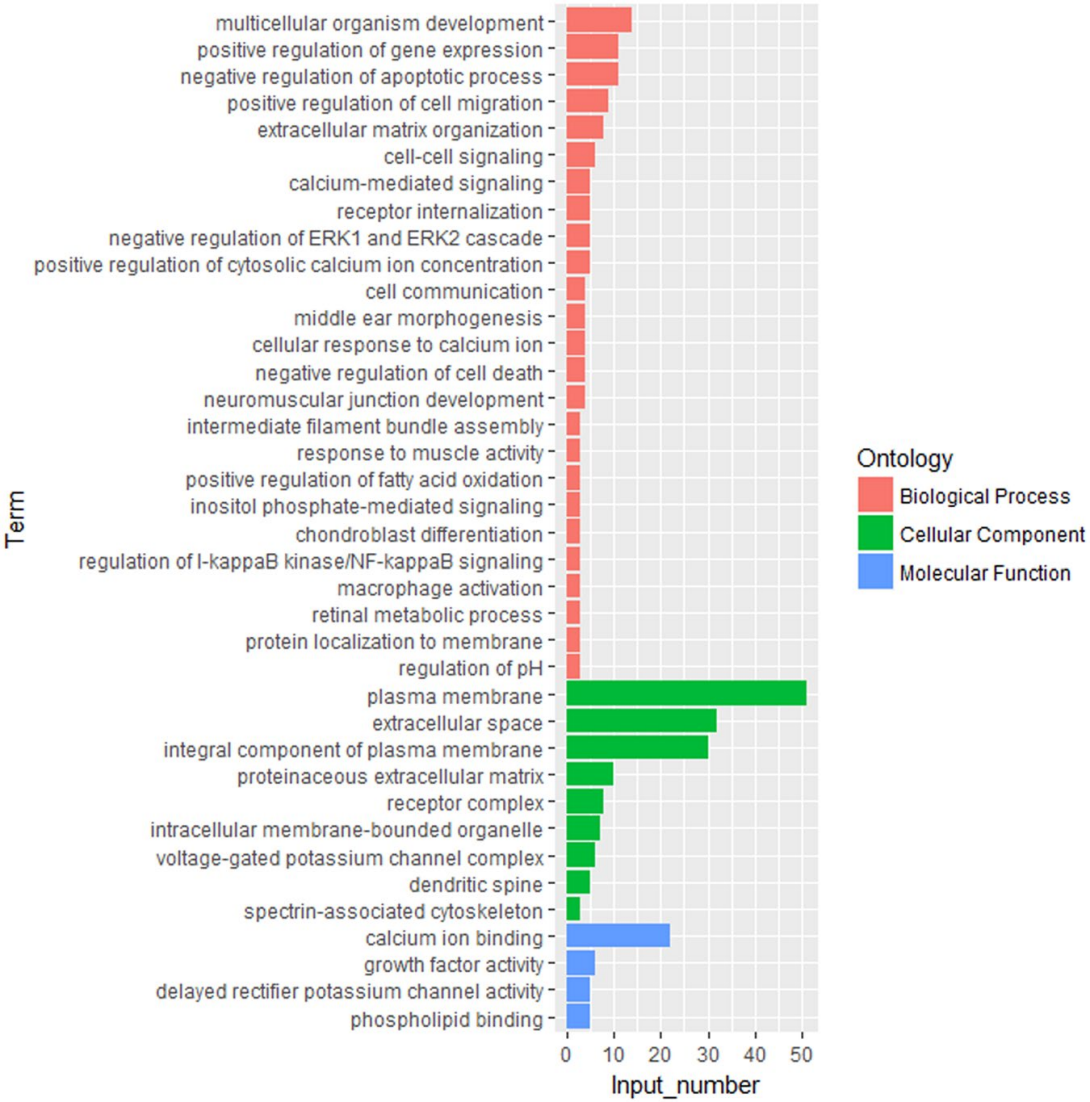
GO analysis of the differentially expressed genes between the big comb size (BC) and small comb size (SC) groups. Significantly enriched GO terms of three types are used (*P*-value ≤ 0.05). The lengths of the bars indicate the corresponding numbers of genes for each GO term.

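No pathway annotation is in the files, so the members that Table S7 lists were looked up in the limma fit. Here too the listed members are only the paper's DEGs in each pathway, picked for differing between these same libraries. Their counts do not describe the whole pathways. Of the 20 genes of neuroactive ligand-receptor interaction, 10 were higher and 10 lower in BC, and 12 passed the cutoffs on raw P and fold change (7 higher and 5 lower). Of the 13 genes of cytokine-cytokine receptor interaction, 5 were higher and 8 lower in BC, and 8 passed the cutoffs. The Jak-STAT signaling pathway had 4 of its 10 genes higher in BC, and 7 passed. Of the 11 genes of the calcium signaling pathway, 9 were higher in BC, and the 7 that passed were all higher. Within it, ADCY8 (gene ID 420328) had 0.398 ± 0.099 (SD, n = 3) in BC and 0.148 ± 0.0198 (SD, n = 3) in SC RPKM, a log2 fold change of 0.993 (standard error 0.204, adjusted p = 0.2266). HTR2B (gene ID 395581) had 11.2 ± 2.16 (SD, n = 3) in BC and 6.61 ± 1.65 (SD, n = 3) in SC RPKM, a log2 fold change of 0.763 (standard error 0.213, adjusted p = 0.3007). The adjusted p of every member of these 4 pathways was over 0.05 in limma, and the smallest was 0.132. With pseudocount 1 the log2 fold change of ADCY8 was 0.282, and that of HTR2B was 0.688.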

The KEGG pathway analysis revealed 10 overrepresented pathways (*P*-value < 0.05), including neuroactive ligand-receptor interaction, cytokine-cytokine receptor interaction, Jak-STAT signaling, and calcium signaling pathway (Fig. 6). Detailed information about the enriched GO terms and KEGG pathways is provided in Supplementary Table S7.

**Figure 6:**
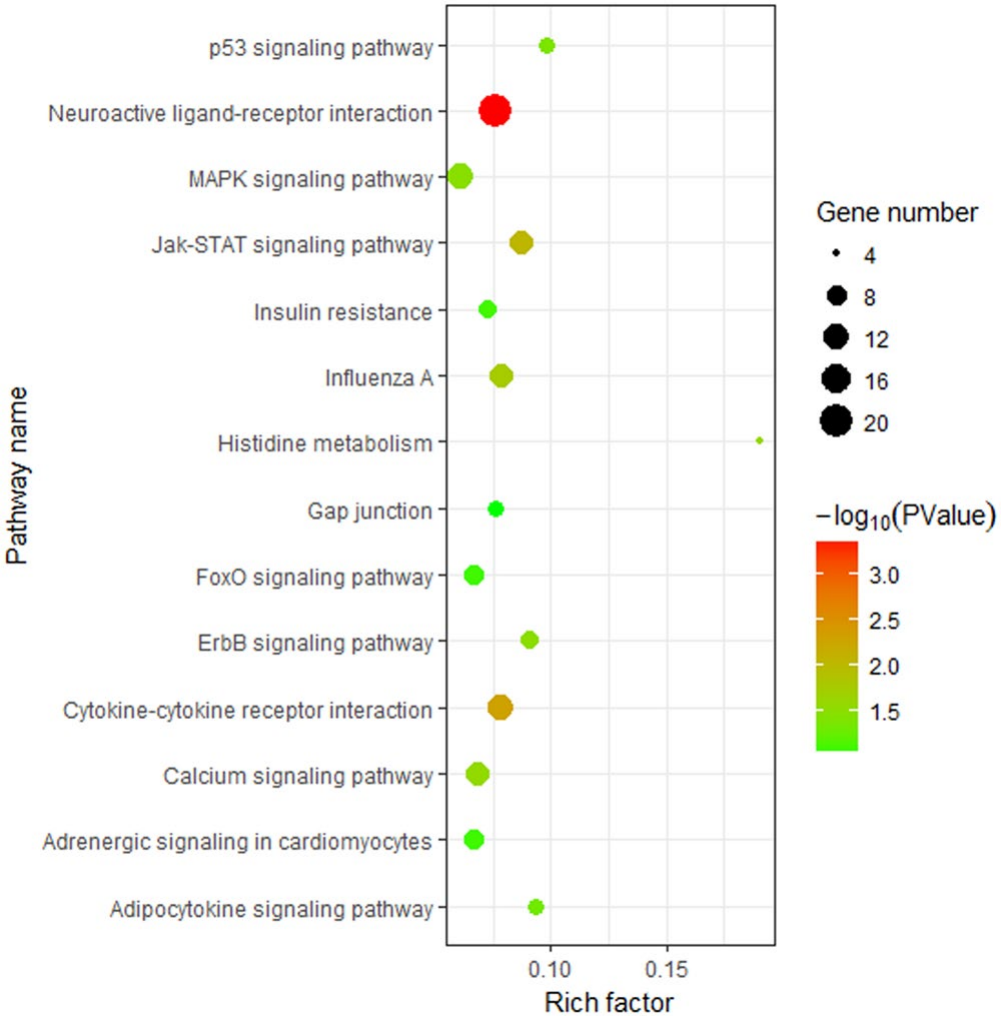
KEGG pathway analysis of the differentially expressed genes (DEGs) between the big comb size (BC) and small comb size (SC) groups. Rich factor = Amount of DEGs enriched in the pathway/Amount of all genes in the background gene set. The size and color of each bubble represent the amount of DEGs enriched in the pathway and enrichment significance, respectively.

### Protein-protein interaction analysis

We used STRING database^27^ to predict protein-protein interactions of the detected DEGs. 

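STK32A (gene ID 416351) had 0.79 ± 0.111 (SD, n = 3) in BC and 0.34 ± 0.0976 (SD, n = 3) in SC RPKM, a log2 fold change of 1.031 (standard error 0.224, adjusted p = 0.2395) from limma. PIK3R1 (gene ID 427171) had 5.42 ± 0.757 (SD, n = 3) in BC and 9.96 ± 1.43 (SD, n = 3) in SC RPKM, a log2 fold change of -0.867 (standard error 0.154, adjusted p = 0.2154). In both genes the BC and SC values did not overlap. When each library was left out in turn, the log2 fold change of STK32A stayed between 0.867 and 1.191 and that of PIK3R1 between -0.957 and -0.755. Pseudocount 1 changed STK32A most, to 0.418. The interactions come from the STRING database and have no values in the files.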

As shown in Fig. 7, *STK32A* and *PIK3R1* were associated with the most genes (21 and 18, respectively) that they were in the center of the interaction network. Some genes with significant variation were also identified, such as up-regulated genes *EDN1*, *HSPA5*, and *HSPA8* and down-regulated ones *EGF*, *WNT2B*, and *BMP2*. 

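EDN1 (gene ID 420854) had 9.99 ± 1.99 (SD, n = 3) in BC and 4.86 ± 2.03 (SD, n = 3) in SC RPKM, a log2 fold change of 1.082 (standard error 0.289, adjusted p = 0.2986) from limma. HSPA5 (gene ID 396487) had 104 ± 8 (SD, n = 3) in BC and 59.3 ± 12.7 (SD, n = 3) in SC RPKM, a log2 fold change of 0.826 (standard error 0.153, adjusted p = 0.2266). HSPA8 (gene ID 395853) had 396 ± 38.4 (SD, n = 3) in BC and 240 ± 112.3 (SD, n = 3) in SC RPKM, a log2 fold change of 0.821 (standard error 0.306, adjusted p = 0.3703). Its SC values spread from 144 RPKM (SC1) to 364 RPKM (SC3), and the lowest BC value was 373 RPKM. WNT2B (gene ID 374243) was lower in BC, with 0.709 ± 0.399 (SD, n = 3) in BC and 1.93 ± 0.806 (SD, n = 3) in SC RPKM and a log2 fold change of -1.414 (standard error 0.463, adjusted p = 0.3356). Leaving out each library in turn gave log2 fold changes of WNT2B between -1.738 (without BC1) and -0.917 (without BC3). Without SC2 its raw P in limma was 0.06184, over the cutoff. EGF (gene ID 408035) was near 0 in every library, with 0.011 ± 0.0115 (SD, n = 3) in BC and 0.041 ± 0.0167 (SD, n = 3) in SC RPKM, and its log2 fold change was -0.344 (standard error 0.185, adjusted p = 0.476). The BC and SC values of EGF overlapped (exact permutation test, p = 0.2). The log2 fold change of EGF depended most on the pseudocount and was -1.385 with 0.01 and -0.042 with 1. The paper names these genes as examples with significant variation and separately places them at critical positions of the network.

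**Figure D4:**
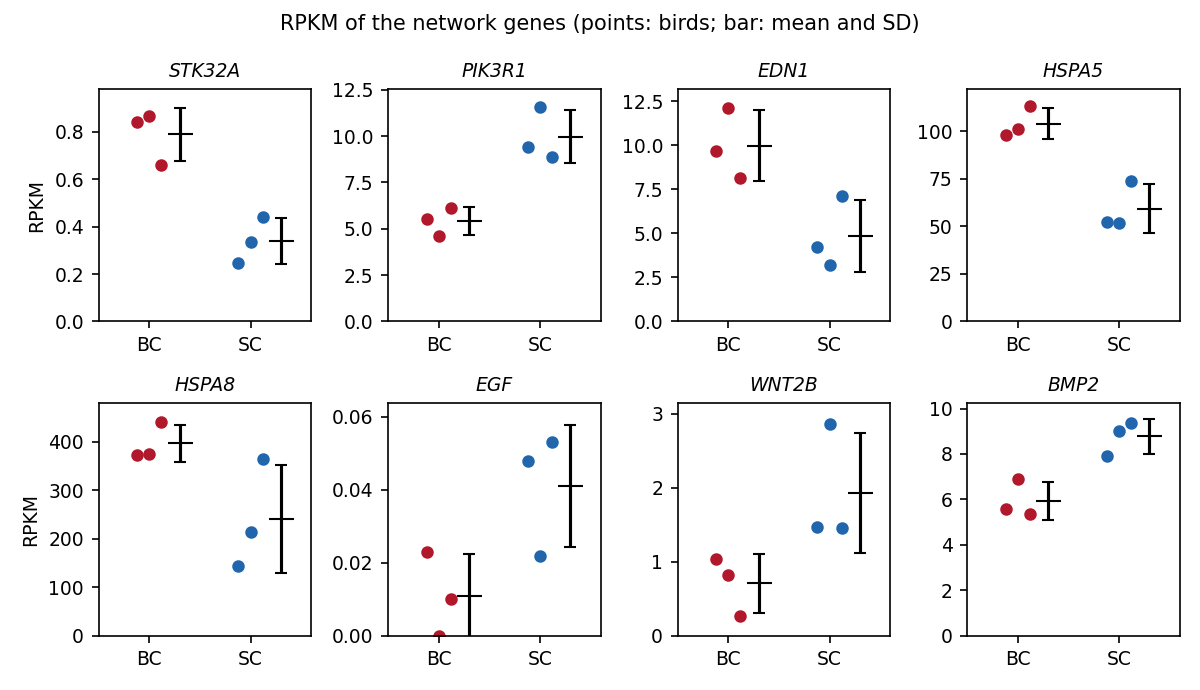
RPKM (y axes, linear, from 0) of the 8 network genes in the BC and SC groups. Points are the 3 birds of each group, and bars give the mean and SD. EGF reaches at most 0.0532 RPKM, and HSPA8 of SC3 lies near the BC birds.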

These genes were located in critical positions of the interaction network.

**Figure 7:**
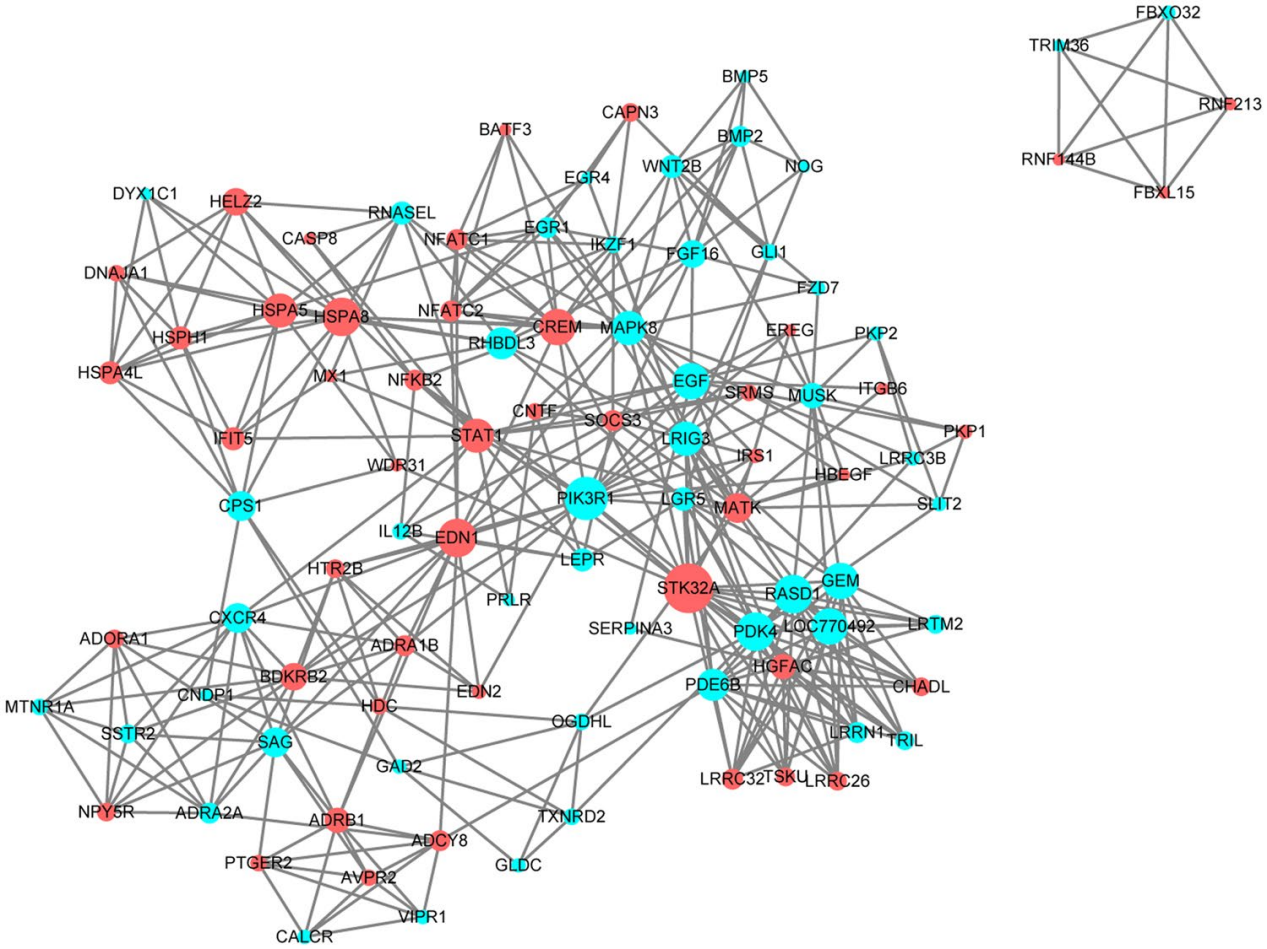
Protein-protein interaction network for the differentially expressed genes (DEGs). Node represents protein, edge represents interaction between proteins. The size of a node is proportional to degree of this node (degree of the node defined as the amount of proteins that interact with this node), and the color of the node represents the expression regulation type of DEGs (Red means up-regulation and blue means down-regulation in the BC group).

## Discussion

Chicken comb size has received increasing attention over the past decades, particularly in the chicken-breeding field. Although several QTLs associated with comb size have been identified, exploration at the transcriptional level is required for further refining. The Partridge Shank chicken is a Chinese local breed that mature at a young age^28^. In this study, the comb sizes of 9-week-old roosters were vastly different since the largest bird had a comb size over 4 times greater than the smallest one, even though all were reared in similar conditions. To elucidate the genetic architecture underlying comb growth, we conducted transcriptome profiling based on six Partridge Shank chickens with extraordinary comb sizes.

In this work, the newly assembled chicken genome (*Galgal* 5.0) was used for read mapping. The percentages of the mapped reads obtained per individual chicken (85.63~87.43%) were higher than those in the previous comb transcriptome study^29^ using *Galgal* 4.0 (76~78%), indicating that our results were more effective.

The rapid development of high-throughput sequencing technologies helps us understand the expression profiling of the whole genome at the transcriptional level. Compared to microarray methods, RNA-seq could provide more valuable information such as AS events and SNPs. In the present study, we identified many AS events and potential SNPs for chicken comb tissues from the SC and BC libraries. AS events and SNPs that occurred in most tissues have significant impacts on economic traits in domestic animals^30–32^. These facts implied that the AS events and SNPs identified in the current study might play an important role in comb development, though they need further investigation.

Few studies have investigated how the comb transcriptome influences comb growth in chickens. In the current research, a total of 563 DEGs and several significantly enriched pathways were identified, indicating their roles in comb size regulation. The RNA-seq results were validated by qPCR analysis, which showed a high correction rate with earlier methods. Compared to the RNA-seq results, DEGs selected for qPCR showed lower changes inexpression level, which may be explained by the different sensitivities of each method and size of test groups. Compared with the previously reported QTLs associated with comb traits, eight DEGs were highlighted, including *BMP2*, *CHADL*, *EDA2R*, *EMP1*, *TLR5*, *FBLN1*, *PLP1*, and *HAL*. Bone morphogenetic protein 2 (*BMP2*) is known for its roles in bone physiology and deposition^33,34^. Cartilage is a precursor to all bone formation. Hyaluronan is the main content of a chicken comb^35^, which is significant in cartilage metabolism^36^. 

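BMP2 (gene ID 378779) had 5.58, 6.90 and 5.34 RPKM in BC1, BC2 and BC3, and 7.92, 9.01 and 9.37 RPKM in SC1, SC2 and SC3. The means were 5.94 ± 0.84 (SD, n = 3) in BC and 8.77 ± 0.755 (SD, n = 3) in SC, and every BC value was lower than every SC value. The log2 fold change was -0.559 (standard error 0.137, adjusted p = 0.2778) in limma, which is smaller in size than the cutoff of 0.585. Leaving out each library in turn gave log2 fold changes between -0.670 and -0.488, with the largest shift, to -0.670, without BC2. From the lower expression in BC, the known roles of BMP2 in bone and the link between cartilage and bone, the paper reasons that BMP2 delays comb growth. It also draws on qPCR, on the place of BMP2 in a reported comb size QTL region and on earlier work naming it a candidate gene.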

In the present study, the *BMP2* expression level was down-regulated in comb tissues from the BC chickens, indicating its role in delaying comb growth by hindering cartilage metabolism. Previous works also suggest that comb growth is closely related to bone deposition, and the identified *BMP2* influences both comb growth and bone deposition as a candidate gene^15^. Another gene chondroadherin-like (*CHADL*) is expressed in cartilage and can modulate chondrocyte differentiation^37^. The expression level of *CHADL* was higher in the BC than the SC group, suggesting that this gene has a positive role in comb growth by mitigating cartilage metabolism. 

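CHADL (gene ID 417998) had 0.5477, 1.048 and 0.8811 RPKM in BC1, BC2 and BC3, and 0.127, 0.267 and 0.493 RPKM in SC1, SC2 and SC3. The means were 0.826 ± 0.255 (SD, n = 3) in BC and 0.296 ± 0.184 (SD, n = 3) in SC. The lowest BC bird and the highest SC bird lay close together, but the groups did not overlap. The log2 fold change was 1.294 (standard error 0.382, adjusted p = 0.3071) in limma. Because the values are near the pseudocount of 0.1, the log2 fold change fell to 0.495 with pseudocount 1 and rose to 1.594 with pseudocount 0.01. From the higher expression in BC and the gene's reported role in cartilage, the paper proposes a positive role of CHADL in comb growth. It also draws on qPCR and on the place of CHADL in a reported comb size QTL region.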

These results were confirmed by qPCR. Although the actual mechanism of the cartilage’s role in comb growth still remains unclear, *BMP2* and *CHADL* are suspected to be candidate genes for comb growth.

The four calcium-related GO terms in our study (calcium-mediated signaling, cellular response to calcium ion, positive regulation of cytosolic calcium ion concentration, and calcium ion binding) and the calcium signaling pathway were significantly enriched. They imply a role of calcium signaling in comb growth because calcium is an important material for bone deposition. 

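The members that Table S7 lists for a term or pathway are the paper's DEGs, picked for differing between these same libraries. Among those of cell-cell signaling, 5 of 6 passed the cutoffs on raw P and fold change, 2 higher and 3 lower in BC. ADRA2A (gene ID 428980) had 13.8 ± 1.16 (SD, n = 3) in BC and 21.7 ± 0.225 (SD, n = 3) in SC RPKM, a log2 fold change of -0.654 (standard error 0.093, adjusted p = 0.1316) from limma. CYR61 (gene ID 429089) had 85.7 ± 24.2 (SD, n = 3) in BC and 197 ± 26.8 (SD, n = 3) in SC RPKM, a log2 fold change of -1.238 (standard error 0.225, adjusted p = 0.2266). LOC776271 had a log2 fold change of -0.646. For positive regulation of cell migration, 8 of 9 members passed, 4 in each direction, with SEMA6D (gene ID 415430) at a log2 fold change of -0.830 (standard error 0.140, adjusted p = 0.2014). Of cell communication, CXCR4 and FREM1 had log2 fold changes of -0.499 and -0.456, and neither passed the cutoff on fold change. In the cytokine-cytokine receptor interaction pathway, LEPR (gene ID 374223) had 4.02 ± 0.881 (SD, n = 3) in BC and 8.97 ± 2.25 (SD, n = 3) in SC RPKM and a log2 fold change of -1.132 (standard error 0.220, adjusted p = 0.2266), and CNTFR had a log2 fold change of -1.089 (standard error 0.228, adjusted p = 0.2266). CNTFR moved most, to -0.702 with pseudocount 1. From the enrichment of these terms, the paper proposes that cytokine-mediated cellular interactions take part in the regulation of comb size.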

In addition, the DEGs were found to enrich the GO terms including cell communication, cell migration, cell-cell signaling as well as the KEGG pathways of cytokine-cytokine receptor interactions, demonstrating that cytokine-mediated cellular interactions might be involved in the regulation of comb size.

By constructing a protein-protein interaction network for DEGs, we found a list of key genes: *STK32A*, *PI3KR1*, *EDN1*, *HSPA5*, and *HSPA8*. As the up- and down-regulated genes interacting with most genes of the network, serine/threonine kinase 32 A (*STK32A*) and phosphoinositide-3-kinase regulatory subunit 1 (*PIK3R1*) had a direct relationship according to STRING database. *STK32A* encodes a serine/threonine kinase, which involved numerous biological processes. In mice, the misexpression of *STK32A* is identified as a candidate fertility factor^38^. A previous study shows that a larger comb size could be used as an indicator of fecundity^7^, and up-regulation of *STK32A* in the BC group might promote comb growth. *PIK3R1* is associated with insulin resistance^39^. In our study, seven genes were enriched in the insulin resistance signaling pathway. 

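The 7 genes that Table S7 lists for the insulin resistance pathway are DEGs of the paper, picked for differing between these same libraries. All 7 were tested, and their BC and SC values did not overlap. Of these, 3 were higher and 4 lower in BC, and 5 passed the cutoffs on raw P and fold change. PIK3R1 was lower in BC, with a log2 fold change of -0.867 (standard error 0.154, adjusted p = 0.2154) from limma. CREB5 (gene ID 428435) had 3.37 ± 0.698 (SD, n = 3) in BC and 1.37 ± 0.426 (SD, n = 3) in SC RPKM, a log2 fold change of 1.256 (standard error 0.258, adjusted p = 0.2266). IRS1 (gene ID 101749888) had 6.36 ± 0.0571 (SD, n = 3) in BC and 3.96 ± 0.799 (SD, n = 3) in SC RPKM, a log2 fold change of 0.691 (standard error 0.163, adjusted p = 0.2689). The paper's enrichment P value for the pathway in Table S7 is 0.0783892. With pseudocount 1 the log2 fold change of IRS1 was 0.584 and that of CREB5 was 0.883. The paper relates PIK3R1 to comb growth through the genes of this pathway.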

It would be possible that *PIK3R1* regulates comb growth by interacting with the genes involved in the signaling pathway. Endothelin 1 (*EDN1*) is a potent vasoconstrictor mainly produced by endothelial cells, and it plays a role in restricting cartilage differentiation in Zebrafish^40^, suggesting that this gene has a similar function as *CHADL* in comb growth. Heat shock protein family A member 5 (*HSPA5*) and heat shock protein family A member 8 (*HSPA8*) encode two different proteins belonging to the heat shock protein 70 (HSPA) family, which is known for its role in responses to heat stress^41^. 

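HSPA5 was at 97.8, 101 and 113 RPKM in BC1, BC2 and BC3, and at 52.1, 51.9 and 74.0 RPKM in SC1, SC2 and SC3. HSPA8 was at 373, 375 and 441 RPKM in BC1, BC2 and BC3, and at 144, 214 and 364 RPKM in SC1, SC2 and SC3. When each library was left out in turn, the log2 fold change of HSPA5 stayed between 0.739 and 0.995 and that of HSPA8 between 0.503 and 1.172. The value for HSPA8 was largest without SC3 and smallest without SC1. HSPA5 passed the cutoffs on raw P and fold change in all these fits. HSPA8 passed them only without SC3, and its raw P in limma lay between 0.05092 and 0.08667 in the other fits. From the part the comb plays in heat regulation, the paper proposes that HSPA5 and HSPA8 might take part in comb growth. It adds that how they do so is not clear.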

Considering the comb involvement in heat regulation, these genes *HSPA5* and *HSPA8* might participated in comb growth, but their involvement details are not clear.

The present study provides global transcriptome analysis in the comb tissues of chickens differing extreme comb size. The results suggested that the identified DEGs were related to the phenotypic differences of these two groups. The function enrichment analysis revealed that the DEGs were involved in cell communication and calcium signaling, and shed light on their potential regulation roles in chicken comb growth. Moreover, *BMP2*, *CHADL*, *STK32A*, *PIK3R1*, *EDN1*, *HSPA5*, and *HSPA8* might have great impacts on comb growth.

## Materials and Methods

### Ethics statement

All animal experiments were approved by the Animal Care and Use Committee at the Institute of Poultry Science, Chinese Academy of Agricultural Science (Approval ID: S20160605) and conducted at the institute. All of the experiments followed relevant guidelines and regulations set by the Ministry of Agriculture of the People’s Republic of China.

### Sampling

All roosters used in the present study were collected from a Partridge Shank chicken breeding line in Jiangsu Lihua Animal Husbandry Company (Jiangsu, China). All chickens lived under the same conditions and were raised using a standardized feeding method with free access to water. To collect roosters with different comb sizes for sequencing, the comb areas and heights of 100 nine-week-old male chickens were measured using a computer-assisted method. Based on the measurement results, three birds with the biggest comb sizes and three with the smallest phenotypes were selected for RNA-seq. The thresholds for the BC group were the comb area of not less than 2,450 mm^2^ and comb height of not less than 39 mm, while those for the SC group were the comb area of not greater than 680 mm^2^ and comb height of not greater than 21 mm. Details about the selected roosters are shown in Table 1.

**Table 1:** Comb areas and heights of six roosters involved in RNA-seq.

Sample	BC group				SC group			
	BC1	BC2	BC3	Means	SC1	SC2	SC3	Means
Comb area (mm^2^)	2836.0	2506.8	2486.4	2609.8	580.3	572.8	671.6	608.2
Comb height (mm)	45.1	46.0	39.3	43.5	18.6	18.2	20.5	19.1

BC: Big comb size; SC: Small comb size.

Comb tissues were harvested from the selected chickens after sacrificed by euthanasia, temporarily frozen in liquid nitrogen and stored at -80 °C until further manipulation.

### Total RNA extraction

Total comb RNA was extracted from each comb sample using TRIzol reagent (Invitrogen, USA) according to the manufacturer’s instructions. RNA concentration and integrity were estimated by NanoDrop 2000 (Thermo, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, USA), respectively.

### Library preparation for sequencing

TruSeq Stranded Total RNA with Ribo-Zero Gold kit (Illumina, USA) was used to establish strand-specific RNA-seq libraries following the manufacturer’s recommendations. In brief, Ribosomal RNA was removed from 3 μg RNA. After RNA fragmentation, double-stranded cDNA was synthesized by replacing dTTPs with dUTPs in reaction buffer used for second-strand cDNA synthesis. The resulting double-stranded cDNA was ligated to adaptors after being end-repaired and A-tailed. Single-stranded cDNA was then obtained using USER Enzyme, and PCR amplification was performed to enrich the cDNA libraries. Finally, PCR products were purified and the library quality was assessed on an Agilent 2100 Bioanalyzer system.

Sequencing was performed on an Illumina HiSeq. 2500 instrument to generate 150 bp paired-end reads using TruSeq PE Cluster Kit v3-cBot-HS (Illumina, USA).

### Sequencing data analysis

Quality control and read statistics were determined by FastQC (v0.11.2)^42^. After reads containing adapter or ploy-N and other low-quality reads were discarded, clean reads were aligned to the reference chicken genome (*Galgal 5.0*) using Tophat2 (v2.0.12)^20^. Transcripts were reconstructed and then compared with known transcripts to predict novel transcripts using Cufflinks software (v2.2.1)^20^; novel transcripts were performed with coding analysis using CPC software (v0.9)^21^. Gene structures were refined by comparing known transcripts with the reconstructed transcripts from the six transcriptome sequencing datasets using BLAST software.

### Identification of alternative splicing events and SNPs

AS events were detected using ASprofile software^22^ and were classified into 12 categories: alternative 5′ first exon (transcription start site, TSS), alternative 3′ last exon (transcription terminal site, TTS), skipped exon (SKIP), approximate SKIP (XSKIP), multi-exon SKIP (MSKIP), approximate MSKIP (XMSKIP), intron retention (IR), approximate IR (XIR), multi-IR (MIR), approximate MIR (XMIR), alternative exon end (AE), and approximate AE (XAE). SNP calling was performed using a genome analysis toolkit GATK2 (v3.2)^23^ based on the Unified Genotyper algorithm.

### Identification of differentially expressed genes

The expression level of each gene was calculated using HTSeq software (v0.6.1)^24^ and normalized with the RPKM method. DEGs between the BC and SC groups were analyzed using the edgeR R package^25^. *P*-value < 0.05 and |fold-change| > 1.5 were considered as significant thresholds.

### qPCR validation

To increase the reliability of this test, 30 comb samples were collected from the roosters aged 9 weeks in the same group including 15 big and 15 small comb size individuals, which were tested by qPCR. The details about the samples were provided in Supplementary Table S8. qPCR was performed on an ABI 7500 Real-Time PCR system (Applied Biosystems, USA) using KAPA SYBR Fast universal qPCR kit (Kapa Biosystems, USA). Specific primers of the genes shown in Supplementary Table S9 were designed using Primer Premier 5 and confirmed by Oligo 6.0. Using *β-actin* as a reference, relative expression levels of the genes were quantified using 2^(−ΔΔCt)^ methods^43^.

### Functional annotation and QTL location analysis of differentially expressed gene**s**

GO and KEGG pathway enrichment analysis of the DEGs was performed using DAVID online tool (https://david.ncifcrf.gov/, version 6.8)^26^. We performed QTL mapping for the DEGs by comparing the DEGs with chicken QTL chromosome positions using BEDTools^44^.

### Protein-protein interaction network analysis

Based on STRING database (http://string-db.org/, version 10.5)^44^, we analyzed the protein-protein interaction network for DEGs and further investigated the interaction between DEGs in the comb tissues of the BC and SC chickens. Cystoscope was used to visualize the protein-protein interaction network to find out key genes.

### Data availability

Raw and processed data in this study were deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) with the following accession number: GSE107815.

## Electronic supplementary material

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

How the deposited data were processed for this re-analysis (not part of the article)

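Comb RNA of 3 roosters with big combs (BC) and 3 with small combs (SC) was sequenced, 1 library per bird. The authors aligned the cleaned reads to Galgal 5.0 with Tophat2, counted them on genes with HTSeq and deposited RPKM values, that is, reads scaled by gene length and by library size. Which read total and which gene lengths entered the RPKM values is not stated in the paper. The conditions and replicate numbers were taken from the sample labels and Table 1. Of the 19205 lines per file, 119 repeated identical lines were left out.

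The authors tested for DEGs with the edgeR package, which needs read counts. No counts are in the files analysed here, so the RPKM values were tested with limma 3.58.1 in R 4.3.3 on the log2(RPKM + 0.1) scale. Genes with a value above 0 in at least 3 libraries were kept (15051 genes). The model held the group alone, with moderated variances and a mean-variance trend. The paper's cutoffs, a raw P under 0.05 and a fold change over 1.5, defined DEGs, and Benjamini-Hochberg adjusted p-values were computed over all tested genes. A fold change on this scale understates the change of genes with low values, and RPKM values carry no information on how many reads lie behind them. The depth per gene, and the precision it gives, is therefore unknown from the files.

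The fit was first tested on simulated data, with the means and spreads of the real genes. Of 200 genes changed by known amounts, 197 passed the cutoffs, with a median error of the log2 fold change of -0.004. The changed genes were drawn only from those with a positive mean log2 value. Each of their changes was larger than 0.79, the median absolute log2 fold change of the real DEGs. The noise was drawn independently for each gene. The simulation therefore does not show how well smaller changes, or changes of genes with low values, are found. Of the unchanged genes, 5.24% had a raw P under 0.05 and 239 passed both cutoffs.

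Single genes were also compared with an exact permutation test over the 20 labelings of the 6 libraries, which cannot give a p under 0.1. Marker gene lists were compared over the splits of the libraries, and with the camera test of limma with the correlation between genes estimated, which was chosen after seeing the data. Libraries were compared by Spearman correlation and average-linkage clustering. The genes named in the text were fixed by a rule written before the processed files arrived. They are the 20 genes the paper names, the genes with an adjusted p under 0.05 whose groups do not overlap, up to 3 members with the smallest raw P of each GO term or pathway in the paper's discussion, and members of marker gene lists where a list was tested. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the tables, permutation tests and figures.

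The alternatives tried were pseudocounts of 1, 0.01 and 0.001 (the last chosen after seeing the data), no filter on low values, a filter of RPKM at least 1 in 3 libraries, quantile normalization, centring of each library on its median, a fit without the mean-variance trend, a replicate block, fold changes from group mean RPKM, and leaving out each library in turn. Predicted transcripts, alternative splicing, SNPs, QTL positions, enrichment tests and the interaction network were not recomputed, because the files hold expression values only and no genome or annotation was used here. The qPCR measurements are not in the files analysed here.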

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

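2 genes outside those the paper discusses had an adjusted p under 0.05 in limma, and neither is in Table S6 as analysed here. Both are listed in the files under these symbols only, so what they encode was not looked up. They were flagged because they are a signal in genes the paper does not report on.

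LOC101750711 had a log2 fold change of -3.436 (standard error 0.284, adjusted p = 0.0354). Its RPKM was 1.19, 0.601 and 1.31 in SC1, SC2 and SC3, and at most 0.000101 in the 3 BC birds. With pseudocount 1 the log2 fold change was -1.005, and with pseudocount 0.01 it was -6.616, so its size depends on the pseudocount. With BC values near 0 and SC values near 1 RPKM, pseudocount 1 could hardly give another value. It therefore cannot decide whether the log scale at small values explains the difference. A gene that is present or absent by bird, a variant against the reference, was tested by counting genes with at least 0.5 RPKM in 3 birds and under 0.05 RPKM in the other 3. There was 1 such gene in BC against SC, which is LOC101750711 itself, the gene that prompted the test. The other 9 splits of the birds had 0 such genes in 7 cases, 1 in 1 case and 2 in 1 case. These counts are too small to tell whether on-off genes follow comb size. A germline difference between the birds may explain this gene, and the test cannot tell it apart from a difference with comb size. Reads shared with a near-identical gene were not tested, since no genome was used here.

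SS2 had a log2 fold change of 1.971 (standard error 0.164, adjusted p = 0.0354), with 1.70 ± 0.153 RPKM (SD, n = 3) in BC and 0.357 ± 0.0216 RPKM (SD, n = 3) in SC. With pseudocount 1 its log2 fold change was 0.988, which is over 0.5 of the main value, the limit set beforehand, by a narrow margin. The RPKM values of SS2, seen beforehand, largely fixed that result. It therefore cannot decide whether the log scale at small values explains the difference of SS2. The number of reads behind either gene is unknown. The predictions for the pseudocount and for the on-off genes were written before their results were seen, but after the RPKM values of both genes had been looked at. The prediction for the splits was written after its result.

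Of the 10 splits of the 6 libraries into 3 and 3, 2 gave at least 2 genes with an adjusted p under 0.05, the real one included. This share concerns the number of genes, and with 3 birds per group it cannot fall under 0.1. It therefore cannot decide whether either gene differs by chance between groups of birds. In limma both genes had an adjusted p of 0.0354, which rose to 0.2216 with the replicate block. Neither is called biological here.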

How the results depend on the processing

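The alternatives were chosen before the processed files arrived, except pseudocount 0.001, which was chosen after seeing the data. Not every result was run under every alternative. Under those run, the numbers of genes detected and of genes by RPKM range kept their side. So did the sign of the difference between within-group and between-group correlation, and the correlation of RNA-seq and qPCR fold changes. The direction of every named gene was the same in each fit that gave a value for it. Pseudocount 0.001 and fold changes from group mean RPKM gave no values for named genes.

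The counts of DEGs depended on the pseudocount. With pseudocount 1, 263 genes passed the cutoffs, 180 up-regulated and 83 down-regulated in BC. A pseudocount of 1 shrinks the fold changes of genes near or under 1 RPKM, and genes with a log2 fold change near 0.585 then drop out. With pseudocount 0.001, 687 genes passed, 419 up-regulated and 268 down-regulated. The filter of RPKM at least 1 in 3 libraries, which takes such genes out of the test, left 142 down-regulated genes. Across the 6 fits that each left out one library, the DEGs ranged from 582 to 1003 in total, the up-regulated from 326 to 630 and the down-regulated from 216 to 373. The largest counts came without SC3, the SC library closest to the BC libraries.

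The number of genes with an adjusted p under 0.05 was unstable. It was 1 with pseudocount 1, 5 with pseudocount 0.01, 5 with pseudocount 0.001, 0 with no filter on low values and 8 with the filter of RPKM at least 1 in 3 libraries. It was 0 with quantile normalization, 1 with median centring, 4 with no mean-variance trend and 0 with the replicate block. Leaving out one library gave from 0 to 4 genes. With 3 birds per group the spread of a gene is poorly known, and small changes of the fit move genes across the threshold.

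For the 45 named genes, 570 rows kept their side of the cutoffs, 35 were weaker and 13 stronger. Pseudocount 1 gave 9 of the weaker rows. The filter of RPKM at least 1 in 3 libraries removed 12 of the named genes from the test and gives no value for them. The depth behind the RPKM values is unknown, so it is also unknown which low genes rest on few reads.

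Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs as the real one, which was the real one itself. The other splits gave from 217 to 456 DEGs. For the up-regulated genes the number was 1 of 10 splits, and for the 252 down-regulated genes 2 of 10, each compared with the larger direction of a split. The same count was 1 of 10 for the within-group minus between-group correlation. A share under 0.1 is not possible with these birds.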

Differences from the paper's values

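The size of the log2 fold change was set against the paper's only for the 20 genes the paper names. For 3 of them the log2 fold change differed from the paper's in Table S6 by more than the spread between replicates. For TLR5 it was -0.401 against the paper's -0.592. It came within the spread with pseudocount 0.01, with median centring, without BC replicate 3 and without SC replicate 3. No other alternative that gave a value for TLR5 brought it there. For HAL it was -0.706 against the paper's -1.236, and for EGF -0.344 against the paper's -2.08. None of the alternatives that gave a value for these 2 genes brought either within the spread, but the smaller pseudocount narrowed both gaps. HAL was at -0.187 with pseudocount 1 and at -0.993 with 0.01, and EGF was at -0.042 and -1.385. The RPKM means of both genes are near or under the pseudocount of 0.1, where this scale understates a change. The pseudocount therefore accounts for at least part of both gaps. Fold changes from group mean RPKM were applied to the counts of DEGs only, not to single genes.

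The paper lists BMP2, TLR5, VIPR1 and EGF among its DEGs. In the fit to the RPKM values they did not pass both cutoffs, with log2 fold changes of -0.559, -0.401, -0.476 and -0.344. BMP2 passed with quantile normalization (-0.628), with median centring (-0.626), without BC replicate 2 (-0.670) and without SC replicate 1 (-0.630). VIPR1 passed without BC replicate 1 (-0.630). TLR5 and EGF passed under no alternative that gave a value for them.

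The number of DEGs was 654 against the paper's 563, with 402 against 277 up-regulated and 252 against 286 down-regulated, and none of the settings gave the paper's numbers. The paper has more down- than up-regulated genes, and the fit had more up- than down-regulated genes except with median centring. The paper's 19087 detected genes compare with 15995 genes with a value above 0 and with 19086 genes listed in the files. The paper's 119 genes over 500 RPKM were also found here by the mean of the 6 libraries.

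The square of the correlation between RNA-seq and qPCR log2 fold changes was 0.776 over 10 genes, against the paper's 0.9024, with the qPCR values read by eye from Fig. 4A. Pearson's r was 0.881 and Spearman's rho 0.879 (permutation test over pairings of genes, p = 0.0008 and p = 0.0016, both 0.0016 after adjustment for the 2 relations). Without the 2 genes farthest from the qPCR median, r was 0.886. The correlation is across genes, which are not independent replicates.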

Other observations

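Lists of marker genes were written before the processed files arrived, after Table S6 had been read. The mean log2 difference of each list between BC and SC was compared over the 10 splits of the 6 libraries. The predictions about centring of the lists and about leaving out the 10 highest genes were written before their results were seen, but after the RPKM values and the list means had been looked at. All other predictions in this section were written after the result was seen. The lists were also compared with all other tested genes by the camera test of limma, a test chosen after the data were seen. The adjusted p was 0.226 for each of the 6 lists, and over the members outside Table S6 it was at least 0.368. By that test no list stands out from the other genes.

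Heat shock genes beyond the 2 that the paper names were higher in BC. Of 24 tested genes, the 2 named ones included, 23 were higher, with a mean log2 difference of 0.626. Outside Table S6, 13 of 14 were higher, with a mean of 0.39. HSPH1 had a log2 fold change of 1.918, HSP90AA1 1.152 and DNAJB1 0.914, none with an adjusted p under 0.05 in limma. Centring of each library on its median left a difference of 0.559. Centring shifts every gene of a library by the same amount, and it moved all the lists below by nearly the same small step. A scaling of whole libraries that caused the difference would have moved the medians as much as the list. Centring would then have removed it, but 0.559 of 0.626 stayed. These values argue against library scaling as the explanation of the heat shock difference. The same holds for the lists below, which kept most of their difference or gained with centring. Effects of the normalization that differ between genes were not tested. Of the 10 splits, 1 gave as large a difference, the real one. The library means were 5.45, 5.54 and 5.73 in BC and 4.65, 4.82 and 5.37 in SC, with SC3 again nearest to BC. A stress or temperature difference at collection may explain this as well as comb size does, and no handling record is in the files to separate them.

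Erythrocyte genes were also higher in BC, in 14 of 15 tested genes, with a mean log2 difference of 0.594 and 0.526 after centring. Outside Table S6, 8 of 9 were higher but with a mean of only 0.226. HBAA had a log2 fold change of 1.602 and ANK1 1.306. Of the 10 splits, 1 gave as large a difference. More blood in the sampled piece of a big comb is a candidate explanation. The 3 DEGs that the paper lists for the term spectrin-associated cytoskeleton (DMTN, ANK1 and SPTB) are all on this list. All 21 tested epidermal keratinocyte genes were higher in BC, with a mean log2 difference of 0.484 and 0.416 after centring, 16 of 16 outside Table S6. Here 2 of the 10 splits gave as large a difference. A different share of epidermis in the sampled piece could give this pattern. None of these lists can be told apart from a chance difference between birds, and the adjusted p of 0.226 in camera points the same way.

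The other lists gave smaller mean differences. In the camera test, though, skeletal muscle had the smallest raw P of the 6 lists, 0.0613 (adjusted p = 0.226). Immediate early genes differed by -0.148 and by -0.216 after centring, with 4 of 10 splits as large. Only 10 of the 23 genes outside Table S6 were lower. FOS (-1.42) and EGR1 (-1.469), which were lower, are both in Table S6. Schwann cell genes differed by -0.157 and by -0.224 after centring, with 5 of 10 splits as large and 6 of 12 outside Table S6 lower. Skeletal muscle genes differed by -0.345 and by -0.412 after centring, with 3 of 10 splits as large and 11 of 13 outside Table S6 lower. A mislabelled sample (a female bird) could show genes of the W chromosome, and 0 of the 3 listed in the files had a value above 0. Only these 3 of 15 such genes are in the files, and whether reads could be assigned to them is unknown. The count therefore cannot exclude a female bird.

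More genes were up- than down-regulated in BC, 402 against 252, but this balance may come from the scaling of the libraries. After median centring 288 genes were up-regulated and 349 down-regulated. With the 10 genes of highest mean RPKM left out and the libraries rescaled to the same sum, 347 were up-regulated and 300 down-regulated. The authors' normalization therefore remains as an explanation. Leaving out the 10 genes brought the excess under the limit set beforehand but did not remove it, and these genes hold only from 12.5% to 15.1% of the RPKM sum of a library, so a few genes taking most of the reads would account for part of the excess at most.

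BC1 was closer to SC3 (Spearman correlation 0.9891) than to BC3 (0.9872). A mislabelled sample, with BC1 and SC3 exchanged, would give more DEGs under the exchanged groups, and these gave 456 against 654. On the first principal component, which held 31% of the variance, BC1 lay at 4.74 and SC3 at -0.75, between BC2 and BC3 (27.15 and 25.85) and SC1 and SC2 (-27.06 and -29.93). SC3 had the largest comb of the SC birds, but BC1 had the largest of all, so comb area does not order the libraries. No biological explanation was tested.

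The smallest positive RPKM values were from 3.2e-11 (SC3) to 2.2e-09 (SC2). If whole reads had been counted per gene, 1 read on a gene of 1 megabase would give from 1.6e-05 to 1.9e-05 RPKM with the uniquely mapped reads of the paper's Table S1, and 24 positive values over the 6 libraries were smaller. Fractional assignment of reads is a candidate explanation for these 24 values, and it was not tested.

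The paper's R2 for qPCR lies closer to Pearson's r of 0.881 than to its square, 0.776. With the log2 fold changes of Table S6 in place of those of the fit, r was 0.899 and its square 0.808. The value printed as R2 could be r, but 0.881 is not within the margin set for it, and the qPCR values were read by eye.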
